A study of Mus musculus with 11 samples. Its data were reported in "Hypoxia promotes osteogenesis by facilitating acetyl‐CoA‐mediated mitochondrial–nuclear communication" (2022).

How the data were processed

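Polyadenylated RNA of cultured mouse bone-derived MSCs was sequenced in 11 libraries. According to the methods of the study, MSCs were sorted from hind limb bones as cells without blood cell markers such as CD45 and with the markers Sca-1 and CD140a. Those methods describe an oxygen comparison, and it was assumed that the libraries of the age comparison were processed in the same way. Single-end reads were processed by the authors with zUMIs, which aligned them with STAR to the mouse assembly GRCm38 and assigned them to Ensembl genes with featureCounts. The authors deposited a single table of raw counts, in whole numbers per gene and library, without normalisation. It is not stated whether molecular identifiers were collapsed or whether strand was used, so that reads of overlapping and near-identical genes can have been shared or lost. Genes without any count in all libraries were absent from the table.

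Libraries were grouped by age and batch as given in the sample labels. Ages were 3 to 5 months (young) and 18 to 22 months (old). Ensembl identifiers were matched to the GENCODE M21 annotation, which uses GRCm38, the assembly used by the authors. Of 28222 genes, 28179 were matched and 43 were not, and 28143 had a transcript length and a GC content, taken from the longest transcript. Coordinates are 1-based. Totals per library were between 11969336 and 20315934 counts, so that 3 counts, taken as the smallest detectable level, correspond to 0.148 to 0.251 CPM. Confidence intervals for shares of counts are 95% Wilson intervals, which cover counting error only.

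Counts were tested as deposited with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 5 on the fitted design, libraries were scaled with TMM factors, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The filter and the threshold follow the methods of the study. The study used limma-trend for its oxygen comparison, and limma-trend was therefore run as an alternative. All tests were two-sided. Standard errors of log2 fold changes were obtained from the fold change and its F statistic. The age comparison was fitted to all 11 libraries with batch as a covariate, in which case the age coefficient is determined by batch B, and also without batch. Batches A and B were compared within the 6 young libraries, and batches B and C within the 5 old libraries. Correlations across genes are descriptions without p-values. CPM values used TMM-scaled totals, and log2 CPM a prior count of 2. Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01 for lists with at least 5 tested genes.

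The named genes are the 5 with the smallest p-value in each direction among those past the threshold in the batch-adjusted fit, for which both old libraries of batch B lay on the same side of both young libraries. Predicted genes without a symbol and ribosomal protein pseudogenes were passed over. To these were added the genes from the steps of the study and a list of sex-chromosome genes. The values of 1 gene of the first list are not reported here. This rule, the gene lists, the tests and most alternatives were fixed before the data were examined. The length and GC correction, the haematopoietic covariate and the removal of mitochondrial genes were chosen after the data were seen.

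The alternatives were limma-trend, DESeq2 1.42.0, RLE factors, scaling by total counts, a minimum count of 10, no filter, thinning of all libraries to the smallest total, leaving out each library in turn, no batch term, batch B alone, batch as a random block, and the replicate number as a block. Replicate numbers come from the sample labels. The length and GC correction subtracted, in each library, a loess surface (span 0.3) of the deviation from the mean log2 CPM. For gene lists, fry, an inter-gene correlation of 0.05 and a prior count of 0.5 were tried. A count of genes was regarded as unchanged within 1.5 times, and a correlation when it moved by less than the SD over the fits that left out a library.

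The tests were checked on simulated counts drawn from the real batch means and library sizes, with 200 genes changed 2-fold between ages. Any real age difference between batches A and C was thereby counted as a batch difference. The batch-adjusted edgeR fit tested 16061 genes and recovered 95.0% of the changed genes, and 5.94% of its calls were false. Limma-trend recovered 92.5% and DESeq2 90.5%. The fit without the batch term tested 14666 genes and recovered 83.5% of the changed genes, and 90.5% of its calls were false. The simulated dispersion was set to 0.015 and not to the spread of each group. The biological coefficient of variation was 18.3% in batch B young libraries and 5.35% to 11.9% in the other groups. The rates may therefore be too favourable for batch B, on which the age coefficient rests. In camera, 0 of the unchanged lists passed the threshold. The genes were simulated independently of each other, so that this does not test camera where genes of a list vary together. No library or column was left out.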

Results

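The data set held 11 RNA-seq libraries of bone-derived mesenchymal stem cells (MSCs, stromal cells of the bone that can form osteoblasts and adipocytes) from mice. There were 6 libraries from young mice of 3 to 5 months and 5 libraries from old mice of 18 to 22 months, and all cells were cultured at 2% oxygen. The labels placed the libraries in 3 batches. Batch A held 4 young libraries, batch B held 2 young and 2 old libraries, and batch C held 3 old libraries. Age and batch were therefore separable only within batch B. The count table listed 28222 genes. Total counts per library ranged from 11969336 to 20315934, and averaged 15865259 ± 3471820 in young (SD, n = 6) and 13859500 ± 1223640 in old MSCs (SD, n = 5). The number of genes with at least 1 count ranged from 17817 in batch A young replicate 3 to 20500 in batch C old replicate 1.

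The first question was how far libraries of the same age and batch resembled each other compared with libraries that differed in age or batch. In a principal component analysis of log2 CPM (counts scaled to the size of the library) over 16132 genes, the first component carried 52.6% of the variance and separated batch C, at −84.3 to −78.7, from all libraries of batches A and B, at 17.3 to 41.3. The second component carried 20.5% and separated batch A, at 27.3 to 43.5, from batch B, at −43.7 to −9.58. Within batch B, young replicate 2 lay at −40.8 on the second component, next to both old libraries at −43.7 and −42.1, whereas young replicate 1 lay at −9.58. The third component carried 5.84% and placed both batch B old libraries, at 15.01 and 31.4, above both batch B young libraries, at −37.7 and −19.7.

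**Figure D1:**
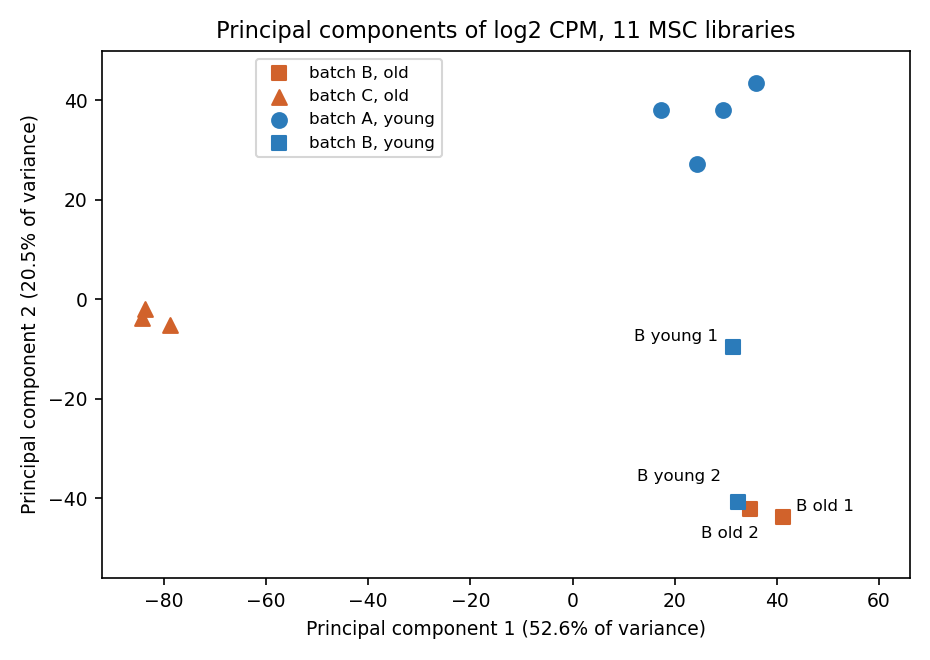
Principal component 1 (horizontal axis, 52.6% of the variance) against principal component 2 (vertical axis, 20.5%) of log2 CPM for the 11 MSC libraries, with 1 point per library, colour for age and marker shape for batch. Batch C lies apart on the horizontal axis at −84.3 to −78.7, and batch B young replicate 2 lies beside both batch B old libraries.

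Pairwise distances gave the same ordering. The root mean square difference in log2 CPM averaged 0.50 between batch A young libraries and 0.37 between batch C old libraries, and was 0.46 between both batch B old libraries and 0.53 between both batch B young libraries. The old against young distance within batch B averaged 0.57, with a range from 0.54 to 0.59, which was only slightly above the distance of 0.53 between both young libraries of that batch. The distance between libraries of the same age in different batches was larger, at 0.68 on average for young MSCs of batches A and B and at 1.06 for old MSCs of batches B and C. The biological coefficient of variation was 11.9% in batch A young, 18.3% in batch B young, 10.7% in batch B old and 5.35% in batch C old libraries. The chi-square statistic per gene, used to look for repeated sequencing of a single library, was at least 3.24 for every pair, against a value of about 1 for such repeats, and all 11 libraries were counted as separate.

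The age comparison was then made with batch in the model, so that the age difference came from the 2 young and 2 old libraries of batch B while all 11 libraries contributed to the estimate of the spread. The coefficient of variation was 18.3% in batch B young and 5.35% in batch C old libraries, and the p-values may therefore be too small for batch B. With batch B fitted alone, the edgeR adjusted p-value was larger for each gene named below as past the threshold. It was 0.00666 for Aqp1 and 0.045 for Pdgfra. Of 16132 genes tested with edgeR's quasi-likelihood test, 360 had a Benjamini-Hochberg adjusted p-value under 0.05. Of these, 112 were higher and 248 were lower in old MSCs, and the median size of their log2 fold change was 0.96. In batch B both old libraries lay on the same side of both young libraries for 39.7% of all tested genes, against a share of 33.3% that chance gives for 2 against 2 libraries. At an unadjusted p-value under 0.05 the number was 2597 genes, or 16.1% of those tested. Other than dropping the batch term, the alternative that moved the number most was the absence of a filter on low counts, which gave 1094 genes. Scaling by total counts gave 335 genes, of which 44.8% were higher in old MSCs, compared with 31.1% after TMM scaling.

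The 5 named genes that were higher in old MSCs were all protein-coding, and positions are given on the GRCm38 assembly. Avil (ENSMUSG00000025432, chromosome 10, 127000709 to 127020994) had a log2 fold change of 1.93 (SE 0.22, edgeR adjusted p 0.000352). Its gene body overlaps Tsfm on the opposite strand, and its assignment is therefore less certain. Avil was at 2.35 and 2.18 CPM in the batch B young libraries and at 8.15 and 9.15 CPM in the batch B old libraries, but at 7.39 ± 0.64 CPM in batch A young libraries (SD, n = 4) and 5.37 ± 0.75 CPM in batch C old libraries (SD, n = 3). Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) had a log2 fold change of 4.64 (SE 0.59, edgeR adjusted p 0.000847). It reached 9.23 and 3.01 CPM in the batch B old libraries, against 0.355 ± 0.134 CPM in batch C old (SD, n = 3) and 0.297 ± 0.132 CPM over all young libraries (SD, n = 6). The batch B young libraries were at 0.208 and 0.272 CPM, near the smallest detectable level, so that the size of the Mmp9 fold change is uncertain. It ranged from 3.63 to 5.23 on the log2 scale when each library was left out. Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) rose by 1.17 (SE 0.15, edgeR adjusted p 0.000847), from 449 and 599 CPM in batch B young to 1155 and 1201 CPM in batch B old libraries, and was at 238 ± 17.0 CPM in batch A young (SD, n = 4) and 341 ± 45.1 CPM in batch C old libraries (SD, n = 3). Cthrc1 (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121) rose by 1.13 (SE 0.15, edgeR adjusted p 0.000847), from 71.2 and 76.5 to 159 and 164 CPM. Between batches A and C its direction was the opposite, with 95.0 ± 15.9 CPM in young (SD, n = 4) and 70.0 ± 3.59 CPM in old libraries (SD, n = 3), and without the batch term it did not pass the threshold (log2 fold change 0.29, SE 0.26, edgeR adjusted p 0.451). H2-Q6 (ENSMUSG00000073409, chromosome 17, 35424850 to 35430055) rose by 2.64 (SE 0.34, edgeR adjusted p 0.000917). H2-Q6 belongs to a family of near-identical major histocompatibility genes whose reads can be divided between copies, and its value is uncertain for that reason. It was at 1.18 ± 0.28 CPM in batch A young (SD, n = 4) and 4.83 ± 0.29 CPM in batch C old libraries (SD, n = 3), the direction seen in batch B.

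The 5 named genes that were lower in old MSCs were also protein-coding. Aqp1 (ENSMUSG00000004655, chromosome 6, 55336432 to 55348555) had a log2 fold change of −1.51 (SE 0.13, edgeR adjusted p 8.75e-05). Aqp1 was at 279 and 283 CPM in batch B young and at 85.5 and 112 CPM in batch B old libraries, whereas batch A young libraries were at 127 ± 9.33 CPM (SD, n = 4) and batch C old libraries at 180 ± 11.6 CPM (SD, n = 3). Clu (ENSMUSG00000022037, chromosome 14, 65968483 to 65981547) had a log2 fold change of −2.28 (SE 0.23, edgeR adjusted p 0.000298). Clu was at 24.3 and 42.5 CPM in the batch B old libraries and at 145 and 181 CPM in the batch B young libraries, and did not differ beyond the replicate spread between batch A young, at 158 ± 31.7 CPM (SD, n = 4), and batch C old libraries, at 150 ± 11.1 CPM (SD, n = 3). Scn3a (ENSMUSG00000057182, chromosome 2, 65457118 to 65567627) fell by 2.04 on the log2 scale (SE 0.21, edgeR adjusted p 0.000298). Its gene body contains the annotated antisense gene Gm13595, so that reads can be shared. Scn3a showed the same pattern as Clu, with 24.4 ± 4.97 CPM in batch A young (SD, n = 4) and 24.6 ± 3.43 CPM in batch C old libraries (SD, n = 3). Steap3 (ENSMUSG00000026389, chromosome 1, 120190757 to 120272705) fell by 1.38 on the log2 scale (SE 0.15, edgeR adjusted p 0.000326), and was lower in old MSCs both within batch B (216 and 178 against 73.1 and 78.1 CPM) and in batch C old (126 ± 4.59 CPM, SD, n = 3) compared with batch A young libraries (187 ± 26.8 CPM, SD, n = 4). Plpp3 (ENSMUSG00000028517, chromosome 4, 105157347 to 105232764) fell by 1.34 on the log2 scale (SE 0.15, edgeR adjusted p 0.000348), but was higher in batch C old, at 645 ± 25.1 CPM (SD, n = 3), than in batch A young libraries, at 397 ± 51.7 CPM (SD, n = 4).

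**Figure D2:**
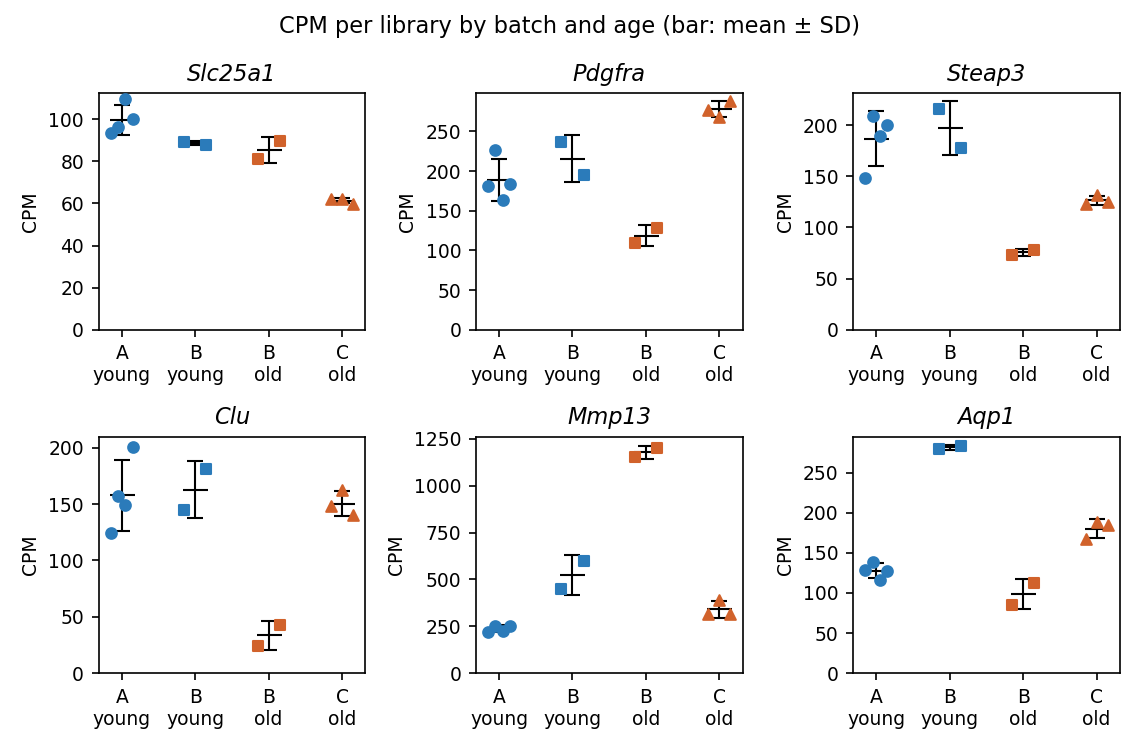
CPM (vertical axes, from 0) of 6 genes in each library, grouped by batch and age on the horizontal axis, with the mean ± SD of each group as a bar. Clu was lower in both batch B old libraries, at 24.3 and 42.5 CPM, than in any other library, while Slc25a1 was lower in batch C old libraries (61.4 ± 1.33 CPM) than in batch B old libraries (81.0 and 89.9 CPM).

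Without the batch term, 2641 of 14689 genes had an adjusted p-value under 0.05 in edgeR's test, with 1371 higher and 1270 lower in old MSCs. Of the 360 genes called with the batch term, 151 were also called without it, 150 of them in the same direction. The number rose most when only batch A young and batch C old libraries were compared, which gave 9585 genes. It also ranged from 761 to 3989 genes when each library in turn was left out. Scaling by total counts moved the median log2 fold change of all genes by 0.22 and gave 3532 genes, of which 86.8% were higher in old MSCs, against 51.9% after TMM scaling. In simulated counts with real batch differences and 200 genes changed by age, the fit without the batch term called 1591 genes that had not been changed by age, and the batch-adjusted fit called 12 such genes. Any real age difference between batches A and C counted as a batch difference in this simulation. The 1591 genes therefore do not show how many of the 2641 genes differ by batch rather than by age.

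The size of the batch difference was measured at constant age. Among the young libraries, 2686 of 14840 genes had an adjusted p-value under 0.05 between batches A and B, with 1393 higher and 1293 lower in batch B. Leaving out batch A young replicate 3 moved this number most, to 1293 genes, and a per-library correction for transcript length and GC content gave 1919 genes, of which 1418 were among the 2686. Among the old libraries, 10133 of 15651 genes, or 64.7%, had an adjusted p-value under 0.05 between batches B and C, with 5029 higher and 5104 lower in batch C, and the alternative that moved this number most was DESeq2, with 8766 genes. Scaling by total counts moved the share of higher genes to 66.4% for batch B against A and to 62.9% for batch C against B, and in the latter it moved the median of all genes by 0.19 on the log2 scale. Of the 2641 genes called for age without the batch term, 1715 (64.9%) were also called between batches B and C within old MSCs, 1561 of them in the same direction. The share was close to the 64.7% of all genes tested between these batches, so that the overlap does not set the 2641 genes apart. Both comparisons use the old libraries of batches B and C, and the agreement in direction is partly built in.

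**Figure D3:**
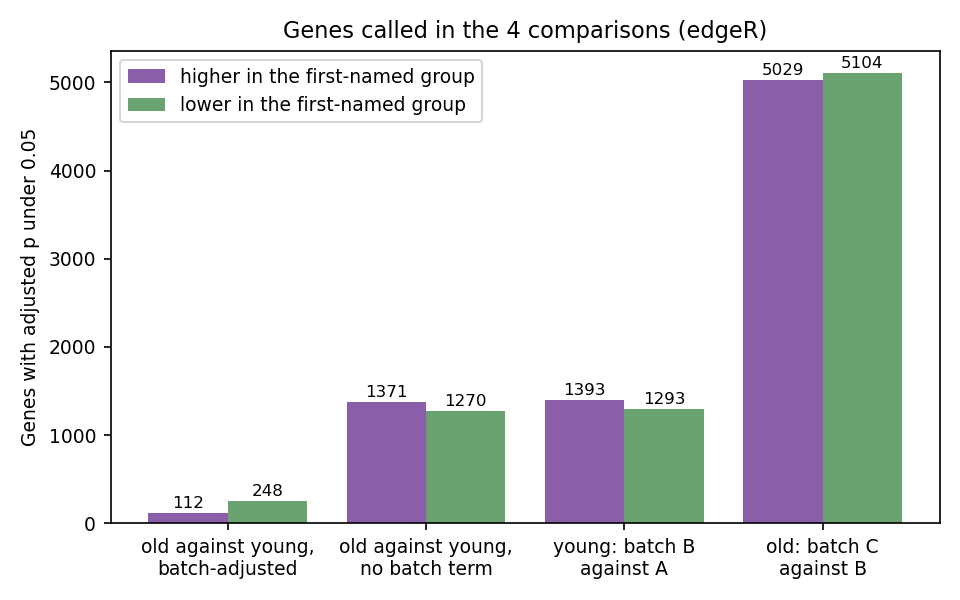
Number of genes with an edgeR adjusted p-value under 0.05 (vertical axis, from 0) in 4 comparisons, split into genes higher and lower in the first-named group. The batch C against batch B comparison of old MSCs had 10133 genes, and the batch-adjusted age comparison had 360.

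Batches A and C provided an age comparison that shared no library with batch B, although there age and batch changed together. Across 16132 genes, which are not independent replicates, the batch B age difference and the batch C old against batch A young difference had a Pearson r of −0.0085 and a Spearman rho of 0.036. Of the 360 genes called with the batch term, 226 (62.8%) had the same direction in the second difference. When batch B was analysed alone, edgeR called 123 genes, of which 122 were also tested between batch A young and batch C old libraries. Of these, 66 (54.1%) had the same direction, compared with 52.6% of all 14330 genes tested in both. Among those called in both comparisons, 50 had the same and 38 the opposite direction.

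**Figure D4:**
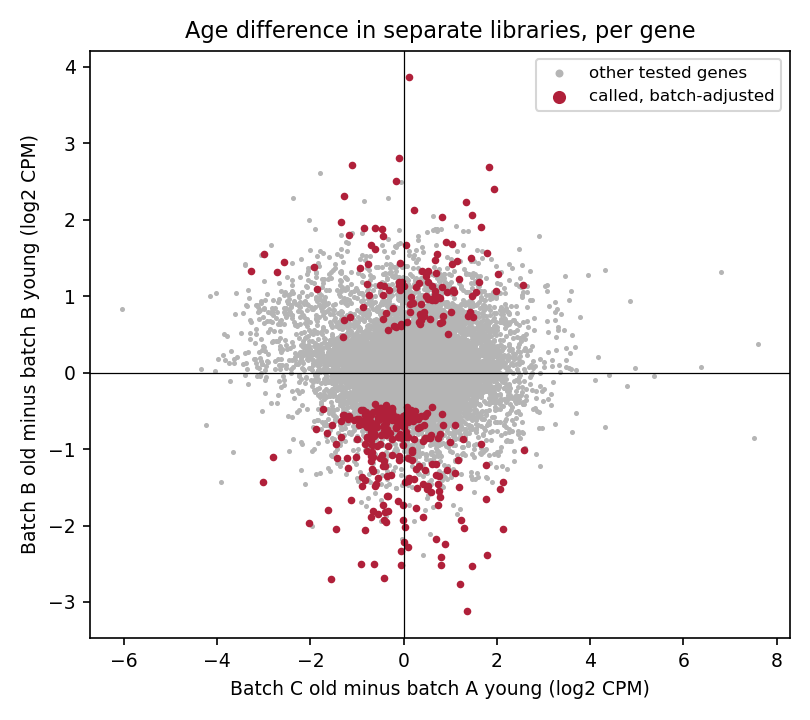
Difference between old and young libraries of batch B (vertical axis, log2 CPM) against the difference between batch C old and batch A young libraries (horizontal axis, log2 CPM), with 1 point per gene for 16132 genes and the 360 genes called with the batch term in red. The points form no diagonal, with a Pearson r of −0.0085.

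The study cites earlier work on a lower level of the mitochondrial citrate carrier, encoded by Slc25a1, in aged MSCs. It does not state whether that level was of RNA or of protein, and the counts used here measure RNA only. In its oxygen comparison, the lipid genes were examined as proteins. The osteogenic genes it names were examined there by chromatin accessibility and histone acetylation. Slc25a1 (ENSMUSG00000003528, chromosome 16, 17925223 to 17928219) was at 89.2 and 87.8 CPM in batch B young and at 81.0 and 89.9 CPM in batch B old libraries, so that both ages overlapped. Its batch-adjusted log2 fold change was −0.05 (SE 0.11, edgeR adjusted p 0.859). Without the batch term it was −0.42 (SE 0.12, edgeR adjusted p 0.0362), with 96.1 ± 8.08 CPM in young (SD, n = 6) and 71.0 ± 13.6 CPM in old MSCs (SD, n = 5). That difference came with a difference between batches, because batch C old libraries were at 61.4 ± 1.33 CPM (SD, n = 3) and batch A young libraries at 99.8 ± 7.16 CPM (SD, n = 4), and it was not seen within batch B.

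Of 15 genes fixed in advance from the osteogenic, acetyl-CoA and lipid, and cell-sorting steps of the study, 14 were found in the table and 13 passed the filter. Wnt1 was not analysed here. In the batch-adjusted fit 1 gene passed the threshold, both with p-values adjusted over all genes and over the list alone. This was Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215), which encodes the sorting marker CD140a and overlaps the annotated transcript Gm42803 on the opposite strand. Pdgfra had a log2 fold change of −0.86 (SE 0.15, edgeR adjusted p 0.0059 over all genes and 0.000328 over the list), with 236 and 195 CPM in batch B young and 109 and 128 CPM in batch B old libraries. Between batches A and C its direction was the opposite, with 189 ± 26.8 CPM in young (SD, n = 4) and 278 ± 10.2 CPM in old libraries (SD, n = 3). The other genes of the list did not pass the threshold. Their log2 fold changes ranged from −0.44 for Dlx3 (SE 0.43) to 0.77 for Ptprc (SE 0.30, edgeR adjusted p 0.216), and those of Srebf1, Fasn and Acaca were −0.29, −0.34 and −0.25, with edgeR adjusted p-values of 0.365, 0.37 and 0.326. Sp7 had a log2 fold change of 0.43 (SE 0.18, edgeR adjusted p 0.242). Without the batch term 4 genes of the list passed, namely Bglap (2.2, SE 0.47), Sp7 (0.92, SE 0.28), Srebf1 (−0.55, SE 0.14) and Slc25a1, and Pdgfra did not. Reads of Bglap can be shared with its neighbouring copies, and it was at no more than 4.67 CPM on average in any batch.

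Gene lists written before the data were examined were tested with camera, which asks whether the genes of a list rank differently from all other genes. Of 11 lists with at least 5 tested genes, 5 had an adjusted p-value under 0.05 in the batch-adjusted fit. The median log2 difference was 0.85 for the haematopoietic list (camera adjusted p 2.46e-06, 20 of 20 genes higher in old MSCs), 0.56 for the cell cycle list (camera adjusted p 1.73e-07, 26 of 26 genes), 0.62 for the mitochondrial genome list (camera adjusted p 0.0015, 11 of 11 genes), 0.38 for the interferon response list (camera adjusted p 0.000258, 16 of 17 genes) and 0.14 for the oxidative phosphorylation list (camera adjusted p 0.0447, 19 of 23 genes). The acetyl-CoA and lipid list of the study did not pass. Its median was −0.14 (camera adjusted p 0.243), and 6 of 6 genes were lower in old MSCs. However, Slc25a1 was higher under scaling by total counts and under the length and GC correction. The mean log2 CPM of the list was 6.31 in batch B young replicate 1 and 5.92 in batch B young replicate 2. Both batch B old libraries, at 5.937 and 5.996, lay between these values. The lower level of the list in old MSCs therefore rests on batch B young replicate 1. The osteoblast lineage, adipocyte lineage, hypoxia response, senescence and sex chromosome lists did not pass either, with medians of 0.02, 0.03, −0.01, 0.09 and 0.03. The number of lists was not specific to the true ages, since the other 2 ways of dividing batch B into 2 and 2 libraries gave 6 and 5 lists. The alternative that moved the number most was fry, a test that rotates the residuals of the libraries, which gave 0 lists under the threshold and 0 at an unadjusted p-value under 0.05. Without the batch term the haematopoietic list was lower in old MSCs, with a median of −1.56. The mean log2 CPM of its genes was 2.25 to 2.51 in batch C libraries and 3.62 to 5.78 in the others.

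The dependence of the differences on transcript length and GC content varied between comparisons. Across 15625 genes the difference between batches C and B within old MSCs had a Spearman rho of 0.28 with transcript length and of 0.015 with GC content. The median log2 fold change was −0.69 in the decile of the shortest transcripts (median 727 nt) and 0.52 in the decile of the longest (median 8102 nt). Between batches B and A within young MSCs, rho was −0.13 with length and −0.38 with GC content over 14818 genes. For the batch-adjusted age difference, rho was −0.16 with length and −0.17 with GC content over 16106 genes. For the age difference without the batch term, rho was 0.15 with length and −0.35 with GC content over 14667 genes.

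**Figure D5:**
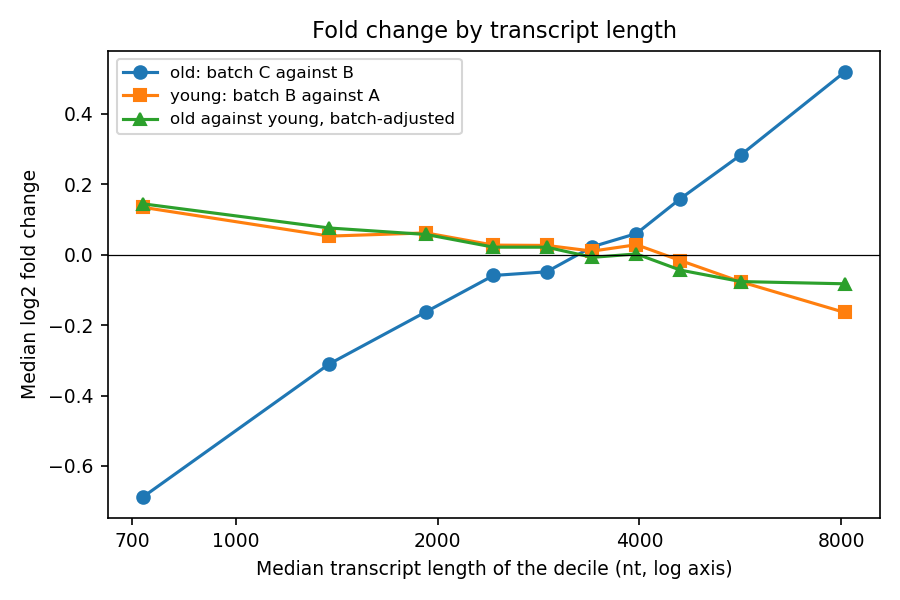
Median log2 fold change (vertical axis) of the genes in each decile of transcript length (horizontal axis, median length of the decile in nt, log axis) for 3 comparisons, shown as lines. The batch C against batch B line rises from −0.69 at 727 nt to 0.52 at 8102 nt, while the batch-adjusted age line falls from 0.14 to −0.08.

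Genes of the sex chromosomes were used to compare the libraries with respect to the sex of the donors. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had at most 5 counts in any library. The 4 genes of chromosome Y were detected in every library. Ddx3y (ENSMUSG00000069045, 1260771 to 1286629) was at 66.6 ± 5.76 CPM in batch A young (SD, n = 4), at 108 and 130 CPM in batch B young, at 121 and 122 CPM in batch B old, and at 101 ± 3.52 CPM in batch C old libraries (SD, n = 3). The batch-adjusted log2 fold changes of Uty (ENSMUSG00000068457, 1096861 to 1245759), Kdm5d (ENSMUSG00000056673, 897788 to 956786) and Eif2s3y (ENSMUSG00000069049, 1010543 to 1028847) were 0.13 (SE 0.12), −0.05 (SE 0.12) and −0.04 (SE 0.12), and none passed the threshold. Without the batch term Uty (0.49, edgeR adjusted p 0.0229) and Kdm5d (0.77, edgeR adjusted p 0.0278) passed, and Ddx3y and Eif2s3y did not. Kdm5d was at 52.3 ± 1.36 CPM in batch C old (SD, n = 3) and 23.7 ± 2.18 CPM in batch A young libraries (SD, n = 4). In batch B it was at 27.6 and 25.9 CPM in young and at 24.2 and 27.4 CPM in old libraries.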

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

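All tests in this part were chosen after the result was seen. Each library measure and each named or preset gene was examined within the 6 young and the 5 old libraries for a single library whose gap to its nearest neighbour was large relative to the range of the group. Of 70 groups examined, 4 had such a library. About 1 in 20 is given by chance, so the number itself is what chance gives, although 3 of the 4 concern batch B young replicate 2.

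The mitochondrial share of counts was 3.74% in batch B old replicate 1 (95% Wilson interval 3.73 to 3.75%), against 1.28 to 1.37% in the other 4 old libraries. In batch B young replicate 2 it was 1.85% (1.85 to 1.86%), against 0.711 to 0.943% in the other 5 young libraries. In batch B old replicate 1 a single abundant transcript was not the reason, since 100% of the 14 mitochondrial genes with at least 20 counts were highest in that library. The genes were not counted in this way for batch B young replicate 2. The larger mitochondrial share did not create the age calls through TMM scaling. Removal of the mitochondrial genes gave 374 genes with the batch term, compared with 360, and 358 of the 360 were among them. Both libraries belong to batch B, and 1 is old and 1 is young. Libraries were compared within each age, so that age was not tested as a source of the pattern. Nuclear copies of mitochondrial genes, cell stress and RNA handling were not tested, and no biological explanation was tested. The higher mitochondrial genome list in old MSCs rests on batch B old replicate 1, because without it the median of the list was −0.061.

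Srebf1 was at 6.08 log2 CPM in batch B young replicate 2, below the other 5 young libraries, of which the lowest was at 6.62. The ratio of gap to range was 0.636. It was 0.595 after all libraries were thinned to the same total and 0.184 after the correction for transcript length and GC content, and in both cases the library no longer stood apart by the criterion used. Thinning moved the ratio little, whereas the correction moved it further, so that a bias with transcript length or GC content may account for the low value. Fasn was also lowest among the young libraries in batch B young replicate 2, with a ratio of 0.608, which was under the criterion. The mean log2 CPM of the acetyl-CoA and lipid list was lowest there too, at 5.92, so that the low level was not confined to Srebf1. The level of Srebf1 in batch B young replicate 2 was close to that of the batch B old libraries (67.3 CPM against 68.6 and 68.7 CPM).

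Xist was at −1.89 log2 CPM in batch B young replicate 2, with all other young libraries at the minimum. The value rests on 2 counts, below the 3 counts taken as the smallest detectable level, and counting noise is sufficient to explain it. Up to 5 counts were found in batch C old libraries.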

How the results depend on the processing

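The number of genes differing between old and young MSCs with the batch term was 360. It stayed within 1.5 times under limma-trend, RLE factors, scaling by total counts, a minimum count of 10, thinning, batch as a random block, the length and GC correction and the removal of mitochondrial genes, from 256 to 475 genes, and at least 220 of the 360 genes were called in each of these. It was 584 with DESeq2, 1094 without a filter, 772 with the haematopoietic score as a covariate, 123 in batch B alone and 2641 without the batch term. Of the 123 genes, 114 were among the 360. Across the 7 fits that each left out a library of batches A or C, it ranged from 240 to 578. Scaling by total counts raised the share of genes higher in old MSCs from 31.1% to 44.8%. The cause of these shifts was not tested.

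Leaving out a library of batch B left 1 library in a group of the batch-adjusted fits, and of the comparison between batches, so that no call was made there. Pdgfra and the 10 genes named by rule had the same direction in each of these fits, and Slc25a1 did not.

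Of the preset genes, 1 passed with the batch term, 2 without a filter, 4 without the batch term, and 0 with batch as a random block, where 3 had an unadjusted p-value under 0.05. Without the batch term Pdgfra moved from −0.86 to 0.14 and Plpp3 from −1.34 to 0.15, and Slc25a1 from −0.05 to −0.42, past the threshold. Slc25a1 changed sign under scaling by total counts (0.014) and under the length and GC correction (0.0098), and ranged from −0.13 to 0.032 when each library was left out. Over its 22 tested alternatives the adjusted p-value ranged from 0.0362 to 0.999, and only the fit without the batch term was past the threshold. The sign of so small a difference carries no information.

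With the replicate number as a block, 562 genes were called for age, of which 278 were among the 360 and 56.2% were higher in old MSCs, and 2 preset genes passed, Pdgfra and Ptprc. Compared with the 2641 genes found without the batch term, 169 were shared. With the block and the length and GC correction together, the numbers were 943 genes and 3 preset genes, and Slc25a1 was at 0.00415. With the block 4 gene lists passed, and the oxidative phosphorylation list had a camera adjusted p-value of 0.212. Deviations of same-numbered libraries of batch B from their age means had a correlation of 0.04 across genes, and young and old libraries come from different animals. The libraries were therefore not treated as pairs in the main fits, although the labels do not exclude a shared day of preparation. Block fits leave few residual degrees of freedom, since the libraries of batches A and C have no partner.

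Without the batch term, the number of genes was 2641, ranged from 761 to 3989 when each library was left out, and was 9585 when only batch A young and batch C old libraries were compared. The replicate block gave 562 genes. The remaining alternatives gave 2083 to 3711 genes. Scaling by total counts raised the share of higher genes from 51.9% to 86.8%. Between batches A and B within young MSCs the number ranged from 1293 to 2896 across the 4 fits that each left out a batch A library, and from 1919 to 3327 under the others. Between batches B and C within old MSCs it ranged from 8766 to 10324.

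Of 11 gene lists, 5 passed with the batch term, 0 with fry (0 at an unadjusted p-value under 0.05), 2 without the batch term, 4 with an inter-gene correlation of 0.05, 4 in batch B alone, and 4 to 5 when each library of batches A or C was left out. With the inter-gene correlation of 0.05 the oxidative phosphorylation list did not pass (camera adjusted p 0.169), and its adjusted p-value ranged from 0.000355 to 0.534 over 15 alternatives. The medians of the haematopoietic, interferon response and oxidative phosphorylation lists were −1.56, −0.087 and −0.49 without the batch term, against 0.85, 0.38 and 0.14 with it. When each library was left out, the oxidative phosphorylation list ranged from −0.055 to 0.38 and the mitochondrial genome list from −0.061 to 1.40. The haematopoietic list ranged from 0.19 to 1.36, the cell cycle list from 0.31 to 0.80 and the interferon response list from 0.22 to 0.72. These last lists kept their sign, but their size depended on single libraries.

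The correlation across genes between the age differences of batch B and of batches A and C was −0.0085 as Pearson r, 0.036 as Spearman rho, and ranged from −0.071 to 0.055 when each library was left out, so that its sign was not fixed. Thinning to the smallest library gave 318, 2491, 2564 and 9828 genes in the 4 comparisons, against 360, 2641, 2686 and 10133, and it does not show what a greater depth would give.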

Other observations

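The tests of length and GC content between batches A and B and of the haematopoietic score within batch A were chosen after the result was seen. The length and GC correction, the haematopoietic covariate and the removal of mitochondrial genes were added after the data were seen.

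The surprising feature of the age comparison without a batch term is how unstable its number of genes is. Of 100 splits of the 11 libraries into 6 and 5 that part both same-numbered pairs, drawn from 140, 1 gave as many genes as the 2641 of the real split, namely the real split itself. The others gave at most 1 gene, and differ from it in moving libraries of batch A or C to the other side or in exchanging libraries of batch B. However, the 2 drawn splits that kept all of batch A against all of batch C and only exchanged batch B libraries had 4433 and 4247 genes at an unadjusted p-value under 0.05, compared with 5164 for the real split, although 0 genes passed after adjustment. Whether these were the same genes as in the real split was not examined. Age and batch cannot be told apart in this fit. Of the 9585 genes called between batch C old and batch A young libraries, 53.4% had the same direction in batch B, against 50.1% and 54.1% under the other 2 divisions of batch B, each taken in its better orientation. This is consistent with the difference between batches as the main source of those genes. Of the 2641 genes themselves, 2363 (89.5%) had the same direction in the batch-adjusted fit, but both fits share the libraries of batch B, so that this agreement is partly built in.

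With the batch term, the number of genes was higher for the real division of batch B than for the others. Of the 2 divisions that part both same-numbered pairs, 1, the real one, gave as many as 360 genes. The other gave 0 genes (891 at an unadjusted p-value under 0.05), and the division that keeps the pairs together also gave 0 (1356 at an unadjusted p-value under 0.05), against 2597 for the real division. So few divisions cannot give a share under 0.05, and chance cannot be excluded. For the gene lists, 2 of the 2 divisions gave as many lists, with 5 and 6, so that the number of lists cannot be told apart from variation between libraries that is unrelated to age. Which lists passed in the other divisions was not examined.

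A candidate explanation for the 360 genes is an uneven composition of the libraries. The length and GC correction gave 475 genes, the covariate for remaining haematopoietic cells 772 genes, and removal of mitochondrial genes 374 genes, and none of these lowered the number. Of the 360 genes, 325, 298 and 358 were among them. Removal of mitochondrial genes bears only on their part in the scaling, and does not test other unevenness of the libraries. A hypothesis that remains is an age difference in the MSCs of batch B. It was tested whether such a difference was shared with the other batches, with at least 60% of the genes called in batch B alone expected to keep their direction between batch A young and batch C old libraries. The share was 54.1%, close to the 52.6% of all genes, and under the level set. Among the 360 genes it was 62.8%, above that level, although the level had been set for the genes called in batch B alone. Neither share was tested against chance. A response to age shared by both comparisons was therefore not shown, nor excluded for a part of the genes. A difference between the animals or cultures of batch B that is unrelated to age may equally account for the calls, since each age is represented there by 2 libraries.

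The higher haematopoietic list in old MSCs of batch B may reflect remaining blood cells rather than age. The mean log2 CPM of the list varied by 1.17 within batch A young libraries, which share age and batch, and this is larger than the batch-adjusted age difference of 0.81. It was 3.62 in batch B young replicate 2 and 4.83 in batch B young replicate 1, a gap between libraries of the same age and batch. Ptprc, the gene of the marker CD45 against which the cells were sorted, was at 4.05 ± 0.92 CPM in batch C (SD, n = 3) and at 7.49 to 22.2 CPM in batch B.

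The difference between batches B and C within old MSCs, which concerned 10133 genes, depended on transcript length (Spearman rho 0.28) but not on GC content (0.015). The correction for both gave 9775 genes, of which 8480 were among the 10133, and thinning to equal depth gave 9828 genes, of which 9637 were among them. Length bias, as far as this correction removes it, and uneven depth therefore explain only a part of the difference. Between batches A and B within young MSCs, the difference depended on GC content (Spearman rho −0.38), and the correction gave 1919 genes, of which 1418 were among the 2686 called before it. These values are consistent with a different library preparation or RNA quality in each batch, which was not tested.

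Batch B young replicate 1 lay between batch A young libraries and batch B young replicate 2. If material of batch A had been mixed into it, genes at least 4-fold higher and genes at least 4-fold lower in batch A would give the same share of batch A. The median shares were 0.462 over 62 genes (quartiles 0.34 and 0.582) and 0.644 over 19 genes (quartiles 0.315 and 0.787). The difference of −0.18 was larger than the 0.1 allowed for a mixture, but the quartile ranges overlap and the second set is small, so that a mixture was neither shown nor excluded.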
